# Activity of DNA polymerase κ across the genome in human fibroblasts

**DOI:** 10.1073/pnas.2403130121

**Published:** 2024-07-01

**Authors:** Mariela C. Torres, Abbey Rebok, Dongxiao Sun, Thomas E. Spratt

**Keywords:** DNA polymerase kappa, DNA replication, DNA

## Abstract

DNA polymerase κ (Polκ) is a specialized polymerase that has multiple cellular roles such as translesion DNA synthesis, replication of repetitive sequences, and nucleotide excision repair. We have developed a method for capturing DNA synthesized by Polκ utilizing a Polκ–specific substrate, *N*^2^-(4-ethynylbenzyl)-2′-deoxyguanosine (EBndG). After shearing of the DNA into 200 to 500 bp lengths, the EBndG-containing DNA was covalently bound to biotin using the Cu(I)-catalyzed alkyne–azide cycloaddition reaction and isolated with streptavidin beads. Isolated DNA was then ligated to adaptors, followed by PCR amplification and next-generation sequencing to generate genome-wide repair maps. We have termed this method polymerase κ sequencing. Here, we present the human genome maps for Polκ activity in an undamaged cell line. We found that Polκ activity was enhanced in GC-rich regions, euchromatin regions, the promoter of genes, and in DNA that is replicated early in the S phase.

DNA polymerase κ (Polκ) is one of the 16 DNA-dependent DNA polymerases expressed in humans. Polκ is typically described as a translesion DNA synthesis (TLS) polymerase because of its ability to bypass bulky *N*^2^-alkyl-dG adducts (1, 2). Polκ has also been linked with global genomic nucleotide excision repair (GG-NER) (3), cross-link repair (4), the production of short oligodeoxynucleotides in the ataxia telangiectasia and Rad3-related (ATR) kinase activation pathway (5), and replication of repetitive DNA sequences in undamaged cells (6, 7). An obstacle with determining when and where a specific DNA polymerase is active is that all polymerases utilize undamaged DNA and the four deoxynucleotide triphosphates as substrates.

To examine the role of Polκ, we utilized *N*^2^-(4-ethynylbenzyl)-2′-deoxyguanosine (EBndG, Fig. 1*A*), a nucleoside that has high selectivity for Polκ (8). The ethynyl group on EBndG was utilized to capture and map DNA synthesized with Polκ in a process we termed polymerase κ sequencing (PolK-seq).

**Fig. 1.**
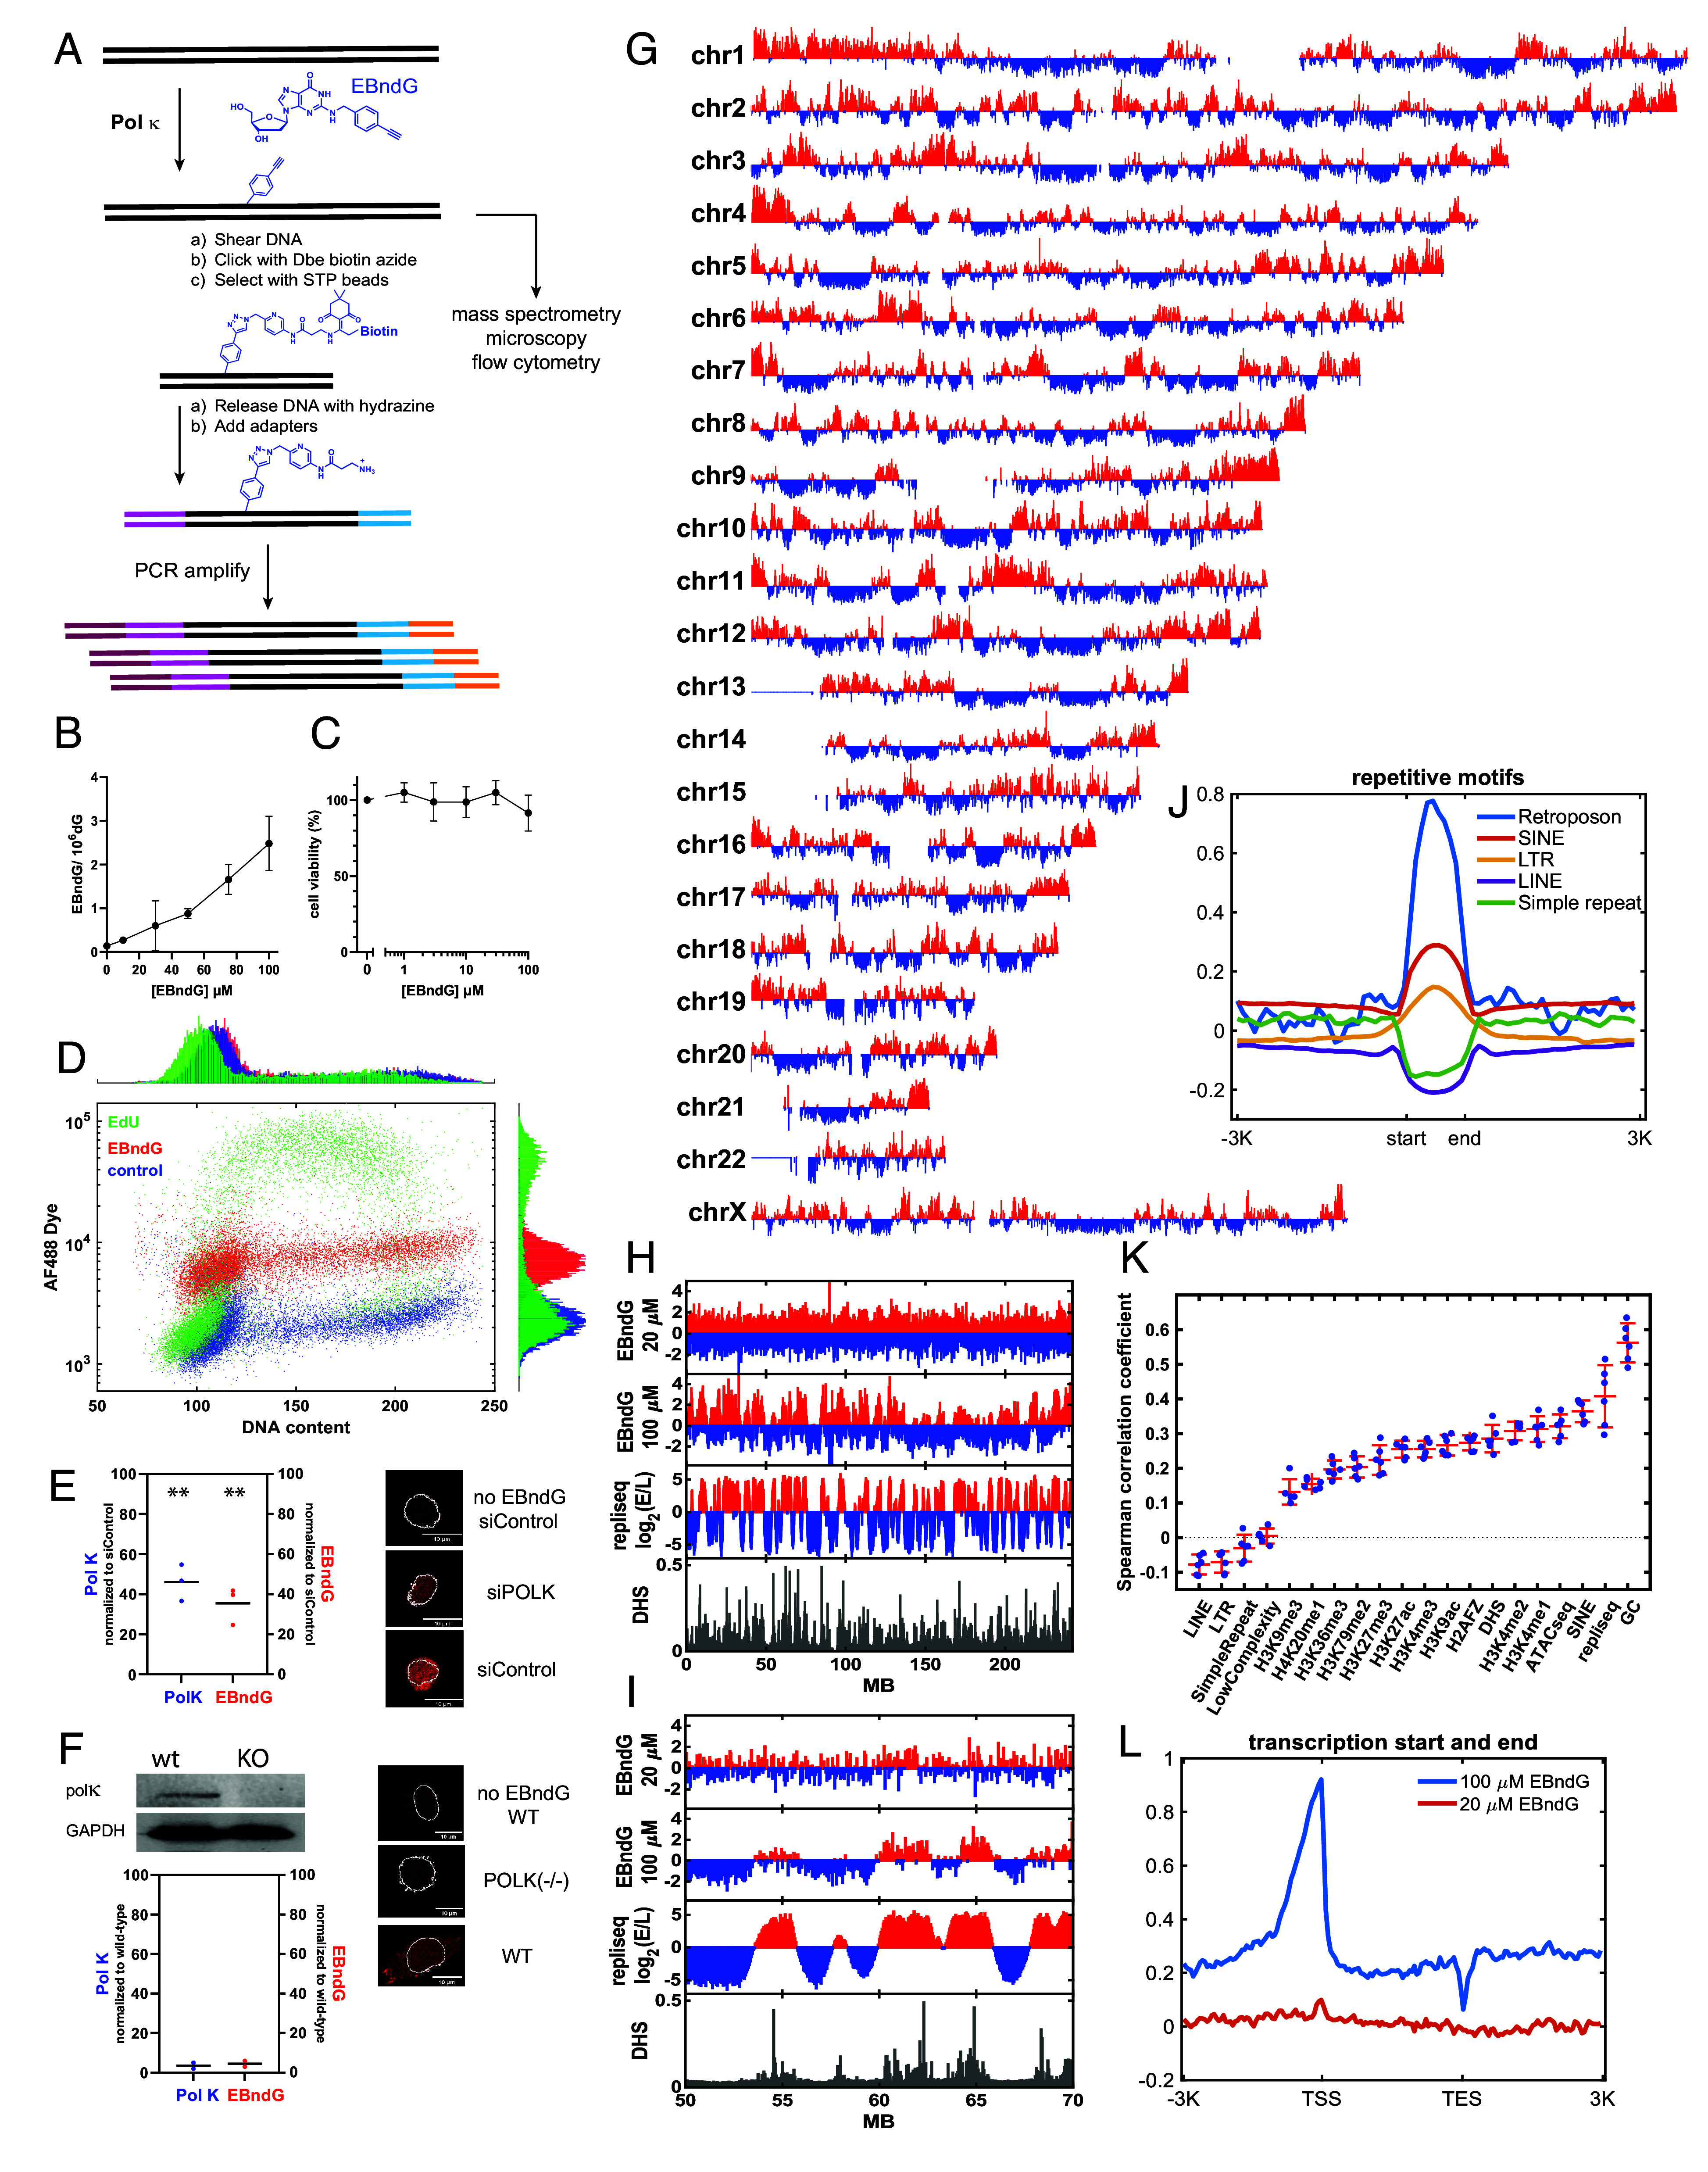
(*A*) Protocol for the preparation of next-generation sequencing libraries. (*B*) Incorporation of EBndG into DNA of GM12878 cells. Data are the mean of two experiments (±SD). (*C*) Cell viability after 72 h EBndG incubation. Data are mean (±SD) of three replicates. (*D*) Flow cytometric analysis of the incorporation of EdU (50 μM) and EBndG (100 μM) into GM12878 cells over 4 h. DNA content was determined by PI fluorescence while nucleoside incorporation was fluorescence of the AF488Dye-nucleoside conjugate. (*E*) Percent of Polκ protein levels (Pol K) and activity (EBndG) in siPolK vs. control siRNA treated cells. Microscopy images show AF594Dye incorporation with no EBndG as well as cells treated with siPOLK and siControl. **P < 0.01 for decreased protein and EBndG vs. siControl. The extent of the nucleus is highlighted by the white lines. (*F*) Relative EBndG incorporation in wild-type HeLa and two clones of POLK(−/−) cells. Microscopy images show representative wt and KO cells, and western blots show Polκ and GAPDH levels. (*G*) Genome-wide map of EBndG in cells exposed to 100 μM EBndG. The *Y*-axis is log2 (EBndG/control) calculated in 50 kb bins across six biological replicates. (*H*) Detailed profile of chromosome 2 in which the EBndG distributed determined at 20 and 100 μM is compared with the replication timing score and the DNase hypersensitive sites. (*I*) Chromosome 2 is examined from 50 to 70 MB. The red vs. blue colors emphasize increased vs. decreased EBndG incorporation as well as early vs. late replication timing. (*J*) Profile of EBndG incorporation against repetitive elements. (*K*) Spearman’s correlation coefficients of relative abundance of EBndG and genomic features in cells exposed to 100 μM EBndG. (*L*) Profiles of EBndG incorporation against transcription start (TSS) and cleavage and polyadenylation (TES) sites.

## Results

### EBndG Incorporation.

DNA was isolated from GM12878 cells treated with EBndG for 4 h. The EBndG incorporation was analyzed by high performance liquid chromatography with mass spectrometry detection and found to be concentration dependent (Fig. 1*B*). EBndG was nontoxic up to 100 μM over 72 h (Fig. 1*C*). Flow cytometry analysis (Fig. 1*D*) showed that EdU was extensively incorporated during the S phase, while EBndG was incorporated into DNA at a much lower level, but the incorporation was cell cycle independent. In addition, EBndG did not alter the cell cycle. EBndG incorporation was dependent on Polκ protein levels, as siRNA knockdown cells showed decreased incorporation of EBndG in proportion to Polκ protein levels (Fig. 1*E*). Furthermore, Polκ-knockout HeLa cells incorporated minimal levels of EBndG (Fig. 1*F*). While Polκ is responsible for the vast majority of the EBndG incorporation, a small fraction of the EBndG may be incorporated by another polymerase.

### PolK-seq.

GM12878 cells were exposed to EBndG for 4 h. After treatment, DNA was isolated, fragmented, and strands containing EBndG were covalently bound to biotin (Fig. 1*A*). Following isolation of the EBndG-containing strands with streptavidin magnetic beads, next-generation sequencing libraries were prepared, and sequences were analyzed using paired-end 50 nucleotide reads. 

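GM12878 is an established human lymphocyte cell line. It was exposed to 100 μM or 20 μM EBndG for 4 h, and untreated cells (0 μM) were carried through the same capture as controls. There were 6 EBndG libraries and 6 control libraries at 100 μM, and 3 EBndG libraries and 3 control libraries at 20 μM. The authors mapped read pairs to hg38 with Bowtie2, kept properly paired reads, removed duplicates with Samtools and counted the remaining reads per bin with deepTools. They scaled each library to reads per 1000000 (RPM) and subtracted an untreated control. The deposited values are therefore 9 numbered columns of RPM differences, 1 per replicate, over 57238 bins of 50 kb, and each column sums to 0. The control in a column was taken as the one with the same replicate number. A bin above 0 holds a larger share of the EBndG library than of its control, so the values show where the share of reads differs and not the total amount of EBndG. Each value is the difference of whole reads worth a fixed RPM in each library, and the reads of both libraries were recovered for 100% of the bins. The recovered totals of the EBndG libraries at 100 μM ran from 32408262 to 57469634 reads with a median of 42724698, and those of their controls from 34354760 to 116184555 with a median of 42850679. At 20 μM, the EBndG libraries held 9651080, 28400887 and 30261175 reads and their controls 30879252, 51697394 and 68374187. The paper's stated depth is over 78000000 reads per sample, and all values here use the recovered totals. Bins on chromosomes 1 to 22 and X with a mean of at least 100 reads were kept, which left 55565 bins at 100 μM and 55525 at 20 μM. The spread given is the SD between replicates, each of which is an EBndG library with its own control. The choices that changed the most results were which control is subtracted, whether the trend with GC content is left in, and the size of the bins, and the count of changed bins also rests on the pairing of same-numbered libraries.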

The reads were mapped to the human genome, binned into 50 kb regions, normalized to the total read count, and the difference between EBndG treated and untreated cells determined (Fig. 1*G*). 

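The EBndG minus control profiles of replicates at 100 μM had a Spearman's rho of 0.406 ± 0.0437 across bins (SD over the 15 pairs of replicates), from 0.326 to 0.476. At 20 μM, rho was 0.0118 ± 0.0150 over the 3 pairs, from −0.00385 to 0.0260. No p-value is given because pairs share replicates and bins are not independent replicates. Neighboring bins had a Pearson's r of 0.429 ± 0.0788 (SD, n = 6) at 100 μM and 0.0256 ± 0.0180 (SD, n = 3) at 20 μM. The difference between the doses was larger than the spread between replicates (exact two-sided permutation test, p = 0.0238, the smallest that the 84 arrangements allow). Its Benjamini-Hochberg adjusted value over the 7 comparisons of the doses was 0.0238. When the 100 μM libraries were thinned at random to the smallest totals at 20 μM, 9651080 EBndG and 30879252 control reads, rho between replicates was 0.212, from 0.142 to 0.269. Of the alternatives tried, bins of 500 kb moved rho at 100 μM most, to 0.795. Removal of each replicate's lowess trend with GC content lowered it to 0.0196 ± 0.0230 (SD over the 15 pairs).

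**Figure D1:**
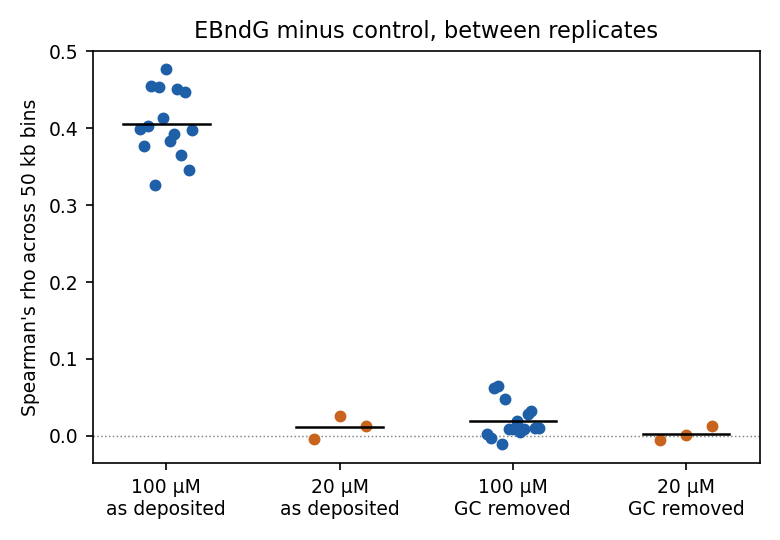
Spearman's rho across 50 kb bins between each pair of replicates, for EBndG minus control as deposited and after the trend with GC content was removed. Points are pairs of replicates (15 at 100 μM and 3 at 20 μM) and lines are their means. As deposited, the 100 μM pairs lie between 0.326 and 0.476, and all other pairs lie below 0.1.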

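In single bins, limma's moderated test of the differences with Benjamini-Hochberg adjustment gave an adjusted p under 0.05 in 15910 of the bins at 100 μM. Of these, 7497 were higher and 8413 lower in EBndG-treated than in untreated cells, and 22597 had an unadjusted p under 0.05. At 20 μM there were 0 such bins, with 2744 at an unadjusted p under 0.05. In the 20 subsets of 3 of the 6 replicates at 100 μM, the median was 5098.5 bins, from 703 to 8828. The same subsets thinned to the smallest totals at 20 μM gave a median of 296.5, from 0 to 1283. The test of the difference between the doses gave 303 bins, 177 of them higher at 100 μM, but 0 when replicate 2 or 5 at 100 μM or replicate 2 at 20 μM was left out. The count of 15910 rests on the pairing that the deposited differences keep. The design first set down had no pairing, and its nearest form, limma's fit of log2 reads without the pairing of same-numbered libraries, called 0 bins at 100 μM, with 3681 at an unadjusted p under 0.05. All 6 replicates had the same sign in 24.0% of the bins, against 3.125% by chance. Of the 15910 bins past the threshold, 10511 had the same sign in all 6 replicates, and the rest did not. At 20 μM all 3 had the same sign in 25.7%, against 25% by chance. Chromosome 22 had the highest mean at 100 μM, 1.62 ± 0.364 RPM per bin (SD, n = 6), and chromosome 4 the lowest, −0.703 ± 0.168. Ranked by the difference in RPM, the largest increases in bins changed the same way in all 6 replicates lay on chromosomes 1 and 19 of hg38. The bin from 2650001 to 2700000 on chromosome 1 lies wholly inside TTC34 (ENSG00000215912). It rose by 0.44 in log2, or 7.56 ± 7.36 RPM (SD, n = 6, with limma's moderated standard error 1.33 and limma adjusted p = 0.000167). The bin from 1250001 to 1300000 on chromosome 19 holds or overlaps MIDN, CIRBP, CIRBP-AS1, FAM174C and EFNA2. It rose by 0.33 in log2, or 7.23 ± 11.1 RPM (SD, n = 6, with limma's moderated standard error 1.73 and limma adjusted p = 0.00235). Replicate 1 decides much of both increases, since without it their means were 4.77 and 2.71 RPM. The moderated standard errors and p draw on the variance of all bins, so they do not measure the spread between replicates in these bins. The largest decrease, −4.67 RPM or −0.22 in log2, was from 22100001 to 22150000 on chromosome 17, inside the noncoding gene UBBP4. The next, −4.18 RPM or −0.21 in log2, was from 30350001 to 30400000 on chromosome 20, which overlaps the noncoding gene FAM242A. Their limma adjusted p were 0.00154 and 0.00264. None of these 4 bins kept an adjusted p under 0.05 after removal of the GC trend, where limma gave 0.460, 0.802, 0.683 and 0.460.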

As shown in Fig. 1 *G*–*I*, 100 μM EBndG produced genomic regions that differed in the extent of EBndG incorporation, while at 20 μM, less EBndG was incorporated into DNA (Fig. 1*B*), and we were unable to observe sequence-specific incorporation.

### Comparisons of EBndG with Genomic Data.

We compared our data with previously analyzed DNase hypersensitivity sites (DHS), histone epigenetic marks, repetitive sequences, and replication timing. Results were binned into 50 kb regions, and Spearman’s correlation coefficients were obtained over six EBndG biological replicates (Fig. 1*K*). 

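The fraction of G and C in each bin was taken from the hg38 sequence. Its Spearman's rho with EBndG minus control across bins was 0.625 ± 0.0554 at 100 μM (SD, n = 6 replicates), from 0.547 to 0.699, and was above 0 in 6 of 6 replicates. An exact two-sided sign-flip test gave p = 0.03125, the smallest that 6 replicates allow, and the adjusted value was 0.03125 over the 6 such tests at this dose. At 20 μM, rho was 0.108 ± 0.0825 (SD, n = 3) and above 0 in 3 of 3 replicates, where the smallest p of an exact test is 0.25. The doses differed by 0.517 (exact two-sided permutation test, p = 0.0238). When bins were split by GC content into 5 groups of about equal size, the lowest group at 100 μM, with 30.9 to 36.5% GC, averaged −1.50 ± 0.308 RPM per bin (SD, n = 6). The highest group, with 44.8 to 66.4% GC, averaged 1.94 ± 0.429 RPM. The same groups at 20 μM averaged −0.187 ± 0.0985 and 0.265 ± 0.220 RPM (SD, n = 3). At 100 μM the mean of a chromosome followed its mean GC content with a rho of 0.992 over 23 chromosomes, which are not independent replicates. The coefficient depended on which control was subtracted. Against the mean of all 6 controls it was 0.433 ± 0.559, above 0 in 4 of 6 replicates (exact two-sided sign-flip test, p = 0.125). Single libraries followed GC content to different extents, with a rho from −0.609 to 0.804 in the controls and from −0.120 to 0.803 in the EBndG libraries at 100 μM. The DHS, ATAC-seq, histone and genome-wide replication timing data were not used here.

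**Figure D2:**
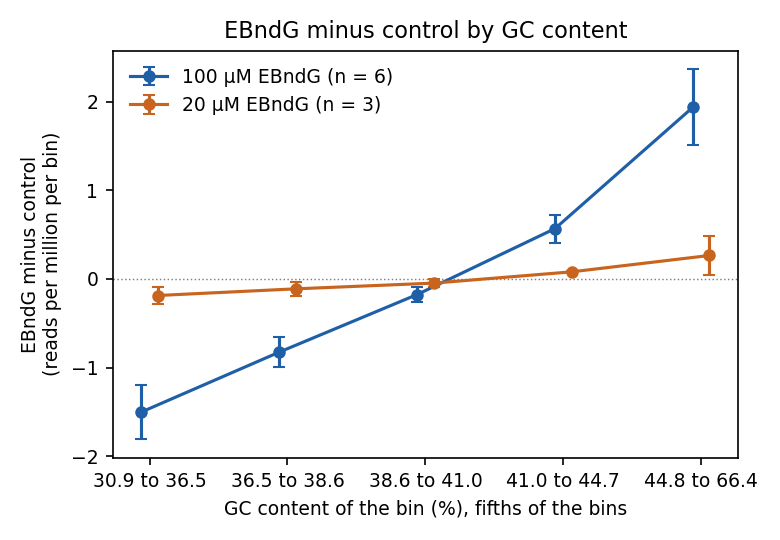
Mean EBndG minus control in RPM per 50 kb bin (vertical axis) in 5 groups of the bins by GC content in percent (horizontal axis), with SD between replicates as error bars. At 100 μM (n = 6) the means rise from −1.50 to 1.94, and at 20 μM (n = 3) from −0.187 to 0.265.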

The experiments with the highest correlation to the EBndG incorporation were the guanine/cytosine (GC) content, early replication timing, DHS, and assay for transposase-accessible chromatin with sequencing (ATAC-seq) regions that are associated with open DNA, as well as the short-interspersed nuclear element (SINE) repetitive sequences. Small inverse correlations were associated with the long interspersed nuclear element (LINE), long-terminal repeat retrotransposons (LTP), and low-complexity repetitive sequences.

The high correlation of EBndG incorporation with GC-rich regions may represent the activity of Polκ on difficult-to-replicate repetitive DNA sequences (6, 9) or the insertion of EBndG opposite cytosine. The correlation between DHS and EBndG incorporation is visualized in Fig. 1 *H* and *I*.

EBndG incorporation was more highly correlated with histone modifications associated with active than with inactive chromatin. The H3K4me1 and H3K4me2 modifications, which are associated with primed enhancers and active genes, respectively, had R values of 0.31 ± 0.03, while the heterochromatin-associated H3K9me3 had R = 0.13 ± 0.03. The two major repetitive sequences showed opposite correlations: the SINEs (R = 0.36 ± 0.03) were positively associated with Polκ-activity, while the LINEs (R = −0.08 ± 0.03) were inversely correlated. These correlations were supported in the sequence analyses in which the EBndG incorporation was compared with the start and end of the repetitive elements throughout the genome in Fig. 1*J*. 

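Annotated SINE and LINE positions were not used here. As a stand-in, exact matches to 3 words of 16 bases from the consensus of Alu, the main SINE family, and to 3 from the 3′ end of L1, the main LINE family, were counted in each bin of hg38 on both strands. These words find only some copies, so the coefficients are not on the scale of Fig. 1K. Spearman's rho across bins between EBndG minus control at 100 μM and the Alu matches was 0.309 ± 0.0503 (SD, n = 6), and that with the L1 matches was −0.198 ± 0.0206. Each had its sign in 6 of 6 replicates (exact two-sided sign-flip test, p = 0.03125 and adjusted 0.03125 for both). At 20 μM the coefficients were 0.0724 ± 0.00998 and −0.0379 ± 0.0268 (SD, n = 3). The doses differed by 0.237 for Alu and by −0.160 for L1 (exact two-sided permutation test, p = 0.0238 for both). With the GC trend removed, the coefficients at 100 μM were 0.0349 ± 0.0636 for Alu (exact sign-flip p = 0.25) and −0.00185 ± 0.0178 for L1 (exact sign-flip p = 0.78125), each within the spread between replicates. Against the mean of all controls they were 0.215 (exact sign-flip p = 0.15625) and −0.135 (exact sign-flip p = 0.125).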

Notably, the SINE regions had increased EBndG incorporation, while the opposite was observed for LINEs and simple repeats.

We then compared EBndG incorporation vs. DNA replication timing, in which the replication score is log_2_(E/L), where E/L is the ratio of BrdU incorporation in the early vs. late S phase. The incorporation of EBndG correlated with early replication times with R = 0.41 ± 0.09. This association was evident when examining replication timing vs. EBndG incorporation in Fig. 1 *H* and *I*. 

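Early and late segments of chromosome 2 between 50 and 70 Mb were read by eye from the timing track of Fig. 1I, to whole megabases of hg38. The segments hold 139 early bins with 41.3% GC and 120 late bins with 37.0% GC. At 100 μM, EBndG minus control averaged 0.599 ± 0.529 RPM per bin in the early bins and −1.21 ± 0.478 RPM in the late bins (SD, n = 6). Early minus late was 1.80 ± 1.00 RPM, from 0.852 to 3.75, and was above 0 in 6 of 6 replicates (exact two-sided sign-flip test, p = 0.03125, adjusted 0.03125). At 20 μM it was 0.292 ± 0.375 RPM (SD, n = 3), from −0.127 to 0.596. The doses differed by 1.51 RPM (exact two-sided permutation test, p = 0.0238). The late segment from 50 to 53 Mb averaged −1.55 ± 0.473 RPM at 100 μM, and those from 56 to 57, 59 to 60 and 66 to 67 Mb were also below 0 in 6 of 6 replicates. The early segments from 60 to 63, 64 to 65 and 68 to 70 Mb averaged 0.709 ± 0.430, 0.828 ± 0.506 and 0.518 ± 0.814 RPM and were above 0 in 6 of 6 replicates. The early segment from 54 to 55 Mb, at 0.213 ± 0.532 RPM, was above 0 in 4 of 6 replicates. With the GC trend removed, early minus late was 0.625 ± 0.901 RPM at 100 μM and still above 0 in 6 of 6 replicates (exact sign-flip p = 0.03125). Replicate 1 decides much of that mean, at 2.45 RPM, and the mean of the other replicates was 0.261 RPM. Against the mean of all controls, early minus late was above 0 in 5 of 6 replicates (exact sign-flip p = 0.0625).

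**Figure D3:**
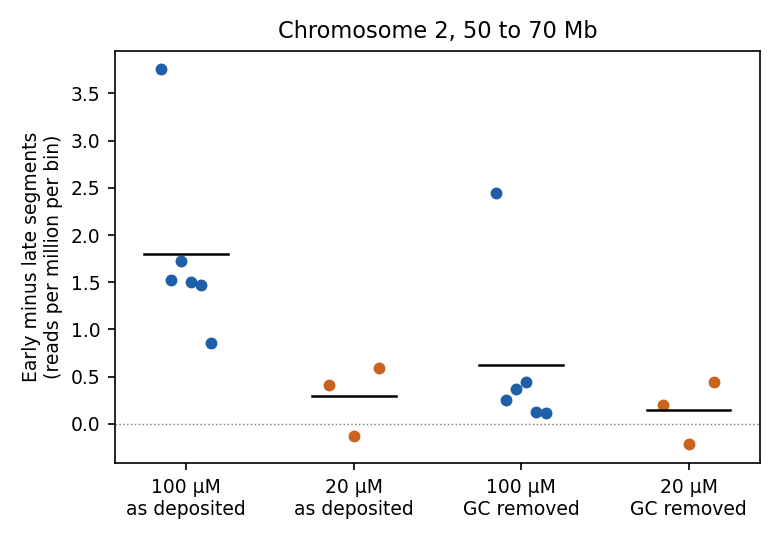
Mean EBndG minus control of the early segments minus that of the late segments of chromosome 2 between 50 and 70 Mb, in RPM per 50 kb bin, as deposited and after the trend with GC content was removed. Points are replicates (6 at 100 μM and 3 at 20 μM) and lines are means. Replicate 1 at 100 μM is the highest point, at 3.75 as deposited and 2.45 with the GC trend removed.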

Since we found that EBndG is incorporated in all phases of the cell cycle (Fig. 1*D*), this result may reflect the propensity for open DNA to be replicated early.

To analyze the influence of gene transcription on EBndG incorporation, we examined the extent of incorporation over the transcription start and polyadenylation sites across the genome. As shown in Fig. 1*K*, cells treated with 100 μM EBndG exhibited elevated Polκ activity in the promoter regions of genes in comparison to the gene body and 3′ regions.

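Bins of 50 kb are much wider than a promoter, so the deposited values compare bins that hold a gene start with bins inside genes, and not the profile around each start in Fig. 1L. The 13310 bins with the start of a protein-coding gene in GENCODE 44 averaged 0.832 ± 0.160 RPM at 100 μM (SD, n = 6). The 14965 bins that lie wholly inside a protein-coding gene and hold no start averaged −0.0922 ± 0.109 RPM, and the other 27290 bins −0.355 ± 0.104 RPM. The difference between gene start and gene body bins was 0.924 ± 0.175 RPM, from 0.714 to 1.13, and above 0 in 6 of 6 replicates (exact two-sided sign-flip test, p = 0.03125, adjusted 0.03125). At 20 μM it was 0.192 ± 0.0873 RPM (SD, n = 3), and the doses differed by 0.733 RPM (exact two-sided permutation test, p = 0.0238). The number of gene starts in a bin had a rho of 0.244 ± 0.0236 with EBndG minus control across bins at 100 μM and 0.0558 ± 0.0328 at 20 μM, a difference of 0.188 (exact two-sided permutation test, p = 0.0238). Removing the GC trend reversed the difference at 100 μM to −0.0840 ± 0.199 RPM, above 0 in 3 of 6 replicates (exact sign-flip p = 0.46875). Replicate 1, at −0.473 RPM, decides that mean, which was −0.00632 RPM without it. Gene start bins matched to gene body bins in 20 strata of GC content differed from them by −0.0755 ± 0.144 RPM (exact sign-flip p = 0.25). Against the mean of all controls, the difference was above 0 in 4 of 6 replicates (exact sign-flip p = 0.25). Bins at the 3′ ends of genes were not analysed here. From PolK-seq, the paper concludes that Polκ is more active in early-replicating and open DNA and at promoters. It proposes that the tie to early replication may reflect the open state of such DNA.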

## Discussion

The most studied activity of Polκ is TLS that typically occurs in the late S phase (1, 2). Since euchromatin is repaired more rapidly than heterochromatin (10), we expected heterochromatin to contain increased levels of endogenous DNA damage. In addition, many repetitive DNA sequences are located in heterochromatin (6, 9), which are replicated late in the S phase (11). Consequently, we expected that EBndG incorporation would predominate in heterochromatin and in late replicating sequences. However, using PolK-seq, we found the opposite result: Polκ is more active in regions of the genome that are replicated early in the S phase, open regions of the genome, as well as gene promoters.

The increased Polκ activity in open DNA vs. heterochromatin and early vs. late replication sequences indicates that Polκ has a significant cellular function(s) that is distinct from S-phase TLS. Two possible activities that have been studied are GG-NER (3, 12, 13) and cross-link repair (4). As the incorporation of EBndG into promoter regions of genes (Fig. 1*L*) is not consistent with these results, there may be other cellular processes in which pol κ plays a role.

## Materials and Methods

GM12878 human lymphocytes were treated with 0 to 100 μM EBndG for 4 h. DNA was isolated, sheared and DNA strands containing EBndG were covalently bound to Dde biotin picolyl azide with the Cu(I)-catalyzed alkyne–azide cycloaddition reaction. Next generation sequencing libraries were prepared, and sequences were analyzed with Illumina NovaSeq-6000 using paired-end 50 nucleotide reads. Processed sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) under accession no. GSE260451. The code used for data analysis is available at https://github.com/thomas-spratt/POLK-seq. All extended methods are included in *SI Appendix*.

## Supplementary Material

Appendix 01

## Data Availability

Next generation sequencing data have been deposited in Gene Expression Omnibus under accession number (14). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: Activity of DNA polymerase κ across the genome in human fibroblasts
**Source:** Proc Natl Acad Sci U S A. 2024 Jul 1;121(28):e2403130121. doi: 10.1073/pnas.2403130121
**Supplement:** Supplementary file 1 — Appendix 01

2 **Supporting Information for**

3 **Activity of DNA polymerase  $\kappa$  across the genome in human**  
4 **fibroblasts**

5  
6 Mariela C. Torres, Abbey Rebok, Dongxiao Sun and Thomas E. Spratt.

8  
9 **This pdf file includes:**

10 Extended methods  
11  
12

## Materials and Methods

### Reagents

AFDye 488 picolyl azide, AFDye 594 and Dde biotin picolyl azide were purchased from Click Chemistry Tools (Scottsdale, AZ). DNA Isolation Midi-Prep Plus and DNA Clean and Concentrator Kits were purchased from Zymo Research. Fetal bovine serum (FBS) was purchased from Biowest (Bradenton, FL). Dynabeads MyOne Streptavidin C1 beads and RNAiMAX were purchased from ThermoFisher. Transfection medium (sc-108062) and UltraCruz transfection reagent (sc-395739) were purchased from Santa Cruz Biotech. DinB CRISPR/Cas9 plasmid (sc-405052), siDinB (sc-60538) and control siRNA were purchased from Santa Cruz Biotechnology (Santa Cruz, CA). Antibodies were purchased from Santa Cruz Biotechnology (DinB sc-166667), and Invitrogen (anti-GAPDH, 39-8600 and anti-mouse-HRP, 31430). *N*<sup>2</sup>-4-Ethynylbenzyl-2'-deoxyguanosine (EBndG) was synthesized as described (1).

### Cell Culture

GM12878 human lymphocytes (ATCC-NIST-8398), an ENCODE project Tier 1 human lymphocyte cell line (2), were cultured in Roswell Park Memorial Institute (RPMI) 1640 media supplemented with 15% FBS, 1% penicillin-streptomycin and 2 mM GlutaMax (Corning). The cells were grown at 37 °C with 5% CO<sub>2</sub> at ~80% relative humidity. They were seeded at 300,000 cells/mL and were split when they reached 10<sup>6</sup> cells/mL. The day before experiments, cells were seeded at 500,000 cells/mL and incubated overnight. HeLa cells were cultured in DMEM containing 10% FBS and 1% penicillin-streptomycin. Cells were treated with either 20 μM EdU for two hours or EBndG for four hours, harvested, washed with phosphate buffered saline (PBS) and pelleted. Cells used for DNA isolation were stored at -20°C until use.

### Flow Cytometry

Cells were treated with 50 μM EdU for 2h or 100 μM EBndG for 4 h, then harvested by centrifugation (5 min at 500×g). The cells were (a) washed with PBS, (b) treated with 4% paraformaldehyde (PFA) in PBS for 15 min at room temperature, (c) washed with 1% bovine serum albumin (BSA) in PBS (w/v) and (d) treated with 1 mL 0.5% saponin in PBS (v/v) for 10 min. Following saponin treatment, the cells were incubated with the Click Reagent (1 mM CuSO<sub>4</sub>, 5 μM AFDye 488 Picolyl Azide, 10 mM sodium ascorbate in PBS) for 30 min at room temperature. The cells were washed twice with 0.5% saponin in PBS (v/v) and treated with propidium iodide (PI)-RNase A reagent (75 μM PI, 10 μg/mL RNase A in 1% BSA/PBS). Finally, the cells were analyzed using a BD LSR Fortessa flow cytometer.

### siRNA-mediated transfection

GM12878 cells were transfected with 40 nM siDinB and RNAiMAX in antibiotic-free RPMI containing 20% Opti-MEM. After 24 h, cells were pelleted and resuspended in a fresh transfection mixture for an additional 24 h. Following the second transfection, cells were incubated with 100 μM EBndG for 2 h and either plated on poly-D-lysine coated coverslips and PFA fixed or harvested for Western blot protein analysis.

### Microscopy

Cells were incubated with 0 or 100 μM EBndG for 2h, fixed with PFA, permeabilized (10 mM Tris-HCl pH 7.6, 150 mM NaCl, 0.5% Triton-X 100) for 20 min, washed with PBS, and clicked as described above with 0.2 μM AFDye 594 picolyl azide for 1.5 h, PBS washed, and rocked for 1 h with 5% BSA/PBS to remove unbound fluorophore. Coverslips were mounted with DAPI fluoromount and imaged using a Leica SP8 STED 3X confocal microscope. Images were analyzed by CellProfiler 4.2.1 to obtain EBndG integrated intensity values. The integrated intensity values were subtracted from the mean values of the no-nucleotide control experiment.

## **CRISPR knockout**

HeLa cells were grown to 70% confluency in a 6-well plate. DinB CRISPR/Cas9 plasmid (10  $\mu$ L at 0.1  $\mu$ g /  $\mu$ L) was combined with 140  $\mu$ L plasmid transfection medium and incubated for 5 min at room temperature. UltraCruz transfection reagent (10  $\mu$ L) was combined with 140  $\mu$ L plasmid transfection medium for 5 min. Both solutions were combined and incubated for 20 min. The 300  $\mu$ L transfection solution was added dropwise to cells in 1 mL fresh DMEM containing 10% FBS. After 24 hours, cells were harvested and two GFP+ cells were sorted into 96-well plates with the BD FACSaria (BD Biosciences, San Jose, CA). Cells were grown and pol  $\kappa$  status was confirmed by western blot.

## **Western Blot**

Cells were lysed (50 mM Tris-HCl pH 7.5, 20 mM NaCl, 10 mM MgCl<sub>2</sub>, 0.1% SDS) on ice for 30 min with 1X protease inhibitors. Samples were centrifuged at 12,000 $\times$ g for 10 mins to pellet the debris and supernatant protein concentration was determined using a Nanodrop spectrophotometer. Laemmli buffer was added to samples at a final concentration of 1X and heated at 95  $^{\circ}$ C for 5 min. Samples were run on a 12% SDS-PAGE gel, transferred to a 0.45  $\mu$ m PVDF membrane using the Trans-Blot Turbo system, and blocked for 1 h in 5% BSA in 20 mM Tris-HCl, pH 7.6, 137 mM NaCl, 0.1% Tween-20 (TBST). Anti-DinB (1:1000 dilution) or anti-GAPDH (1:5000 dilution) was added and incubated for 2 h at room temperature with rocking. Blots were washed three-times with TBST and incubated with anti-mouse-HRP for 2 h with rocking. Blots were washed three-times, and bands were visualized with ECL substrate (Thermo, 32106) with the ChemiDoc MP imaging system.

## **CellTiter-Glo Proliferation Assay**

Cells were seeded in a 96-well plate at 2,000 cells in 100 $\mu$ L media/well and treated with different concentrations of EBndG for 3 days. CellTiter-Glo 2.0 (Promega) was added at 40  $\mu$ L/well. Plates were rocked for 1 minute and allowed to equilibrate for 10 minutes. Luminescence values were assessed using the GloMax Navigator Microplate Luminometer (Promega). Luminescence values were corrected with a negative control containing no cells.

## **DNA isolation**

Cells (3  $\times$  10<sup>7</sup>) were suspended in 20 mL 10 mM Tris-HCl, pH 7.4, 0.5 % SDS, 1 mM EDTA, 150 mM NaCl with 2 mg proteinase K and heated at 55 $^{\circ}$  C for 2h. The solution was cooled and treated with one volume of phenol/CHCl<sub>3</sub>/iso-amyl alcohol (25/24/1). Following vigorous shaking, the layers were separated by centrifugation. The aqueous layer was extracted an additional time and the DNA precipitated by addition of 2 mL 3 M sodium acetate (pH 5.2) and 15 mL isopropanol. The DNA was resuspended in 10 mL Tris-HCl (pH 7.4), 1 mM EDTA and treated with 50  $\mu$ g RNase A for 1 h at 37 $^{\circ}$ C, followed by 100  $\mu$ g proteinase K for 1 h at 55 $^{\circ}$ C. The aqueous layer was extracted once with phenol/CHCl<sub>3</sub>/iso-amyl alcohol followed by a CHCl<sub>3</sub> extraction. DNA was precipitated with 1/10 th volume 3 M sodium acetate and 2.5 volumes of ethanol.

## **EBndG incorporation analysis by HPLC MS/MS**

The DNA was redissolved in 10 mM Tris-HCl, pH 8, 10 mM MgCl<sub>2</sub>, 5 mM CaCl<sub>2</sub>, and mixed with DNase I (1 unit), phosphodiesterase I (0.005 units) and alkaline phosphatase (10 units) and incubated for 16 h at 37 $^{\circ}$ C. After incubation, 25  $\mu$ L of hydrolysate was taken for the analysis of dG by HPLC with UV detection. The remaining hydrolysate was loaded on a Strata-X cartridge (30 mg, Phenomenex) activated with 1 mL MeOH and 1 mL H<sub>2</sub>O. The cartridge was washed with 1 mL H<sub>2</sub>O, 1 mL of 20% MeOH, after which EBndG was eluted with 2 mL of 90% MeOH. The 90% MeOH fraction was concentrated to dryness in a rotary evaporator and redissolved in 50% MeOH. The samples were analyzed using a Sciex QTRAP 6500+ mass spectrometry coupled with a Sciex EXion UHPLC separation system. A 1.7  $\mu$ m Acquity UPLC BEH C18 analytical column (2.1  $\times$  100 mm, Waters, Ireland) was used to separate EBndG from other impurities. The mobile phase consisted of (A) 0.1 % acetic acid in water, and (B) acetonitrile. The gradient elution was conducted using a flow rate of 0.3

104 mL/min with a linear gradient from 10% B to 100% B over 3.6 min, followed by holding at 100% B for  
105 1.4 min.

106 The Sciex QTrap 6500+ mass spectrometer was equipped with an electrospray ionization probe  
107 operated in positive mode. The decluster potential (DP) was 57 V, the entrance potential (EP) was 10 V,  
108 the collision energy (CE) was 24.7 V, and the collision cell exit potential (CXP) was 15 V, while the  
109 curtain gas (CUR) was 35 L/h, the collision gas (CAD) was medium, the ionspray voltage was 5000 V,  
110 the temperature was 250 °C, gas 1 was 20 L/h, and gas 2 was 20 L/h. The multiple reaction monitoring  
111 mode (MRM) was used to analyze and quantify EBndG, with the transitions of  $m/z$  382  $[M + H]^+ > 266$   
112  $[M - \text{deoxyribose} + H]^+$ . The peak was integrated and quantified by Sciex OS 3.0 software.

113 At the dose and time point of our study, EBndG was incorporated at a level of 2.5 EBndG per million  
114 dG. This level is approximately 1/10th the level of  $N^2$ -butyl-2'-deoxyguanosine observed in HEK cells  
115 (3).

### 116 DNA fragmentation and NGS

117 DNA (20  $\mu$ g) in 130  $\mu$ L 10mM Tris-HCl, pH 8.0 was fragmented using a Covaris E220 focused  
118 ultrasonicator in a microTUBE AFA Fiber Snap-Cap (Covaris, 520045) with the Duty Factor set to 10  
119 and Peak Incident Power set to 175W at 200 cycles per burst for 180 seconds per sample. The  
120 average size of the DNA was 200 base pairs as determined by agarose gel electrophoresis.

121 The sheared DNA was reacted with 1mM CuSO<sub>4</sub>, 2mM tris(benzyltriazolylmethyl)amine (THPTA), 40 $\mu$ M  
122 Dde biotin picolyl azide, and 5mM sodium ascorbate in PBS for 60 min with gentle rotation at room  
123 temperature. The DNA was separated from the biotin reagents with the Zymo DNA Clean and  
124 Concentrator-25 kit, with elution into 10 mM Tris-HCl (pH 8.0), 0.1 mM EDTA. Five percent of each DNA  
125 sample was kept aside as an input control.

How the deposited data were processed for this re-analysis (not part of the article)

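DNA that had taken up EBndG was captured from GM12878 cells, an established human lymphocyte cell line, after 4 h with 100 μM or 20 μM EBndG, and the same capture was run on untreated cells as a control. The data are 18 libraries: 6 treated and 6 control at 100 μM, and 3 treated and 3 control at 20 μM. Groups, doses and replicate numbers were taken from the sample labels and the paper. The authors mapped read pairs to hg38 with Bowtie2, selected proper pairs and removed duplicates with Samtools, binned the reads with deepTools multiBamSummary, normalized each library to its total and subtracted the control. Their versions are not named in the paper's text. The deposited values are differences in RPM (reads per 1000000) of EBndG-treated minus untreated cells in 57238 bins of 50 kb, with no log taken, in 9 columns. All 9 were used, so the number of unused per-sample columns is 0. Of the 61775 bins of 50 kb in hg38, 4537 are not listed, and the paper's text does not name a rule for leaving bins out. The ends of all 57238 listed bins were checked against the chromosome lengths of hg38.

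The design set down before the data were examined assumed counts and a count test. It did not pair same-numbered libraries. The deposited values are differences in RPM, and the main test was made on them. The count tests were not run on the reads recovered from them, so what those tests would call is not known. The nearest form of that design, limma's fit of log2 reads without pairing, is kept as an alternative and called 0 bins at 100 μM, with 3681 at an unadjusted p under 0.05. The main test of a bin was limma's moderated test (version 3.58.1 in R 4.3.3, with a trend in the prior variance) of whether the mean difference over the replicates is 0, with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference between doses was tested in one limma model over the 9 columns. The log2 ratios planned as the main scale became an alternative, and the difference in RPM planned as the alternative became the main scale. Within a column, each value is a whole number of treated reads worth a fixed RPM less a whole number of control reads worth another, and both totals were solved from these steps. Whole reads were recovered for 100% of the bins in all 9 columns. The recovered totals give a depth of 9651080 to 57469634 reads per EBndG library and 30879252 to 116184555 per control. The median bin held between 172 and 1988 reads, depending on the library. PCR reads without molecular identifiers are not independent molecules, so values that rest on counting error cover that error only.

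Bins on chromosomes 1 to 22 and X with a mean of at least 100 recovered reads were kept, 55565 at 100 μM and 55525 at 20 μM. GC content and the matches to 3 words of 16 bases for each of Alu and L1 were counted in the hg38 sequence with pysam 0.24.0 and samtools 1.23.1. Gene starts and gene bodies were those of protein-coding genes in GENCODE 44. Per replicate, the values computed were Spearman's rho across bins with GC content, gene starts and the Alu and L1 matches, Pearson's r between neighboring bins, the mean of gene start bins minus that of gene body bins, and the mean of early minus late segments of chromosome 2 between 50 and 70 Mb. Bins within a library are not independent replicates, so tests were made over replicates. Exact two-sided sign-flip tests were used within a dose, where the smallest p is 0.03125 with 6 replicates and 0.25 with 3. Exact two-sided permutation tests were used between doses, where 84 arrangements give a smallest p of 0.0238. Benjamini-Hochberg adjustment covered the 6 sign-flip tests at 100 μM and the 7 comparisons of the doses. The GC trend of each replicate was estimated with lowess in statsmodels 0.14.6, with a span of 0.3. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, SymPy 1.14.0 and Matplotlib 3.10.9 were used.

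The bins named in the text follow a rule set down before the data were examined, but with a change of scale. They were ranked by the mean difference in RPM, in place of the planned log2 change. The pair with the largest positive and the pair with the largest negative difference at 100 μM were named. They were drawn from bins past the threshold with the same sign in all 6 replicates and no ambiguous base. Their mean count also had to lie between 0.5 and 2 times that of the median bin. This set held 10450 bins. Chromosomes were named for the highest and lowest mean. Other bins named in the closing section were chosen after their values were seen.

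Whether same-numbered libraries belong together was checked from the correlation of their deviations from the group means. At 100 μM it was above 0.1 in all 6 pairs, from 0.107 to 0.845, with a mean of 0.531. Libraries with other numbers ran from −0.830 to 0.785, with a mean of −0.105, so the ranges overlap. Deviations from a group mean sum to 0, so a negative mean for other numbers follows from the positive one and is not separate evidence. At 20 μM same-numbered libraries ran from 0.0305 to 0.152, with a mean of 0.0977. Other numbers ran from −0.124 to 0.0137, with a mean of −0.0487. By the limit of 0.1, the numbers pair the libraries at 100 μM and not at 20 μM. At 20 μM, though, the lowest same-numbered value lay above the highest of the others, so pairing stays open there. The numbered columns of differences keep the pairing at both doses. No pair of libraries of a group held the same reads, since copies would have a scatter near 0 and the scatter of any pair was at least 1.97 times that of single-read counting. A separate sequencing run of one library would not stand out by this measure, so it is not excluded, and the replicates were taken as numbered.

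Each step was tested on simulated data. Recovery returned 61518 of 61518 bins in 3 simulations. With 200 bins changed 1.2-fold, the limma test found 99.5% of them at 6 replicates of 100 μM depth and 8% at 3 replicates of 20 μM depth. With 1.5-fold changes it found 100% and 99%. Depth and the number of replicates differ together here, so their effects are not separated. With no change put in, 0 bins were called at either number of replicates. The simulated libraries shared 1 profile and differed only by the counting error of read pairs. They had no GC preference of single libraries, so these rates may not hold for the real libraries. The largest error of the profile values was 0.0135 over 14 checks.

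The alternatives tried were no filter on counts, a stricter filter, chromosomes 1 to 22 only, Pearson's r, log2 ratios with 1 read added, the mean of all controls of a dose in place of the matched control, removal of the GC trend, bins of 500 kb, an adjusted p under 0.01, log2 fits with and without the replicate number as a block, and each replicate left out in turn. Centring each replicate on its median, the block and the leave-one-out fits for the difference between doses, and thinning or GC removal in subsets of 3 replicates were added after the data had been seen. The DHS, ATAC-seq, histone, replication timing and annotated repeat data that the paper compared with were not used here, and neither were profiles finer than 50 kb.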

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

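The tests of library GC preference, of the POLK bin, of even counts and of replicate 1 were chosen only after the result was seen.

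Every profile value tested differed between the doses. At 100 minus 20 μM, the differences were 0.403 in the correlation of neighboring bins, 0.517 in the correlation with GC content, 0.188 with gene starts, 0.237 with Alu matches and −0.160 with L1 matches, 0.733 RPM in gene start minus gene body bins and 1.51 RPM in early minus late segments of chromosome 2. For each of these 7 values, all 6 replicates at 100 μM lay beyond all 3 at 20 μM (exact two-sided permutation test, p = 0.0238, adjusted 0.0238, the smallest possible). In single bins, 303 differed between the doses (177 higher and 126 lower at 100 μM), and 1 of the 84 splits of the 9 replicates, the real one, gave as many. That count rests on single replicates, since it was 0 without replicate 2 or 5 at 100 μM or replicate 2 at 20 μM, with 8425, 8317 and 6661 bins at an unadjusted p under 0.05. Among the 100 μM replicates alone, 1 of the 32 ways of swapping treated and control libraries, the real one, gave 15910 changed bins, and the next largest gave 475. At 20 μM, 4 of 4 ways gave 0 bins, so chance and a real profile cannot be told apart there with 3 replicates by this test.

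The lower depth at 20 μM is not the whole reason for the missing profile. Thinned to the smallest 20 μM totals, the 100 μM replicates still had a mean rho of 0.212, and their lowest pair, at 0.142, was above the highest 20 μM pair, at 0.0260. Most of the difference between the doses goes with GC content. With the GC trend removed, the doses still differed in the correlation of neighboring bins (0.0956, exact permutation p = 0.0238), where replicate 1 at 100 μM carries much of the value and the other replicates averaged 0.0378 against 0.00612 at 20 μM. They did not differ detectably with gene starts (exact permutation p = 0.690), Alu (0.881) or L1 matches (0.952), in gene start minus gene body bins (0.143) or in early minus late segments (0.381). A dose-dependent profile is one candidate explanation and a difference in library GC preference that goes with the treatment is another. The paper and the labels give no library batch, so batch was not tested. Untreated controls of the doses differed, though, in early minus late relative to the mean of the 18 libraries, with the GC trend removed. It was −0.0867 to −0.0538 in log2 in the 20 μM controls and −0.00828 to 0.0349 in the 100 μM controls. Their rho with GC content overlapped, at 0.697 to 0.816 and −0.609 to 0.804. Some difference other than EBndG therefore goes with dose, and whether subtraction removes it is open.

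Replicate 1 at 100 μM stood apart from the other replicates. Among 15 sets of 6 profile values or read totals, 5 had a value far from the rest, where chance gives 0.75, and all 5 of these were of replicate 1, but the sets are not independent of each other. Single bins, even counts and scatter are left out of this count because they were singled out by their values or added after the data had been seen. Its early minus late difference on chromosome 2 was 3.75 RPM, and 2.45 RPM with the GC trend removed, where the other replicates lay between 0.120 and 0.442 with a mean of 0.261. Its correlation of neighboring bins with the GC trend removed was 0.422, against a mean of 0.0378 in the others, and its gene start minus gene body difference, also with that trend removed, was −0.473 RPM, against −0.00632. The scatter between neighboring bins was 2.79 times that of single-read counting, against 2.02 to 2.03 in the others. Its control held 116184555 reads, more than any other control. The trend with GC content had been removed when the 0.422 was measured, so that trend is not its source. In its control, early minus late was 0.00402 in log2, against 0.21 in its EBndG library, both relative to the mean of the 18 libraries, which argues against a departure of the control as the source of the early excess. In the correlation of neighboring bins, relative to the same mean, both libraries of replicate 1 stood apart, the control at 0.423 against 0.0684 to 0.177 in the other 100 μM controls and the EBndG library at 0.561 against 0.0928 to 0.257. With depths made equal and the GC trend removed, the EBndG library of replicate 1 minus each control of another number gave 0.300 to 0.346 for neighboring bins, other EBndG libraries minus the control of replicate 1 gave 0.255 to 0.285, and the 20 differences of other numbers without replicate 1 gave 0.0283 to 0.167. The control alone is therefore not the source of the correlation of neighboring bins, but a departure of both libraries remains open. What stays open is a difference in the cells, such as the share in S phase at harvest, or in the preparation of one or both libraries of replicate 1. No biological explanation was tested, since all 6 replicates had the same dose and time.

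Single bins of replicate 1 were far from the other replicates as well. The bin at 2650001 to 2700000 on chromosome 1, inside TTC34, was at 21.5 RPM and averaged 4.77 RPM in the others. The bin at 1250001 to 1300000 on chromosome 19 was at 29.8 RPM and averaged 2.71 RPM in the others. The bin at 77250001 to 77300000 on chromosome 14, which overlaps TMEM63C, NGB, MIR1260A and POMT2, was at 66.6 RPM, and the others lay between −1.08 and 2.18 RPM. It still passed the threshold (limma adjusted p = 0.0184), so a call can rest on 1 replicate. In the bin at 228600001 to 228650000 on chromosome 1, with 66.4% GC, replicate 1 did not stand apart. Replicates 1 to 6 were at 23.7, 25.3, 2.87, 8.60, 18.3 and 32.4 RPM there (limma adjusted p = 0.128). The bins on chromosome 14 and at 228600001 on chromosome 1 were chosen after their values were seen, because they and the bin on chromosome 19 are 3 of the 4 bins that pass 25 RPM in any replicate. No test separates technical from biological sources for these bins.

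The remaining one of those 4 bins, at 75550001 to 75600000 on chromosome 5, lies inside POLK, the gene of Polκ (ENSG00000122008, 75511845 to 75609991). Replicate 1 reached 246 RPM there, with 13004 reads in the EBndG library against 2003 in its deeper control. Replicates 4 and 5 reached 30.6 and 27.4 RPM, and 0 of 55525 bins passed 25 RPM at 20 μM. EBndG incorporation is argued against as the source of the whole excess by an untreated control, that of replicate 3, which held 1146 reads against 662 in flanking bins, 13.3 SD of counting error above them. The excess in the EBndG library of replicate 1 followed the coding sequence of POLK and not the length of the gene or its exons. The first, middle and last bin of the gene hold 5.17%, 94.8% and 0% of the coding bases and 1.18%, 30.5% and 68.3% of the exon bases, and held 3.50%, 95.9% and 0.553% of the excess reads. In the last bin the excess was 1.64 SD. A candidate explanation is a POLK coding sequence without introns, such as a plasmid or cDNA, in some libraries of both kinds. This was tested on the bins in which it was noticed and stays a hypothesis. The excess passed a limit of 5 SD in 4 of 18 libraries, and 0 of these are at 20 μM. Below that limit, the middle bin was 3.27 SD above flanking bins in the control of replicate 2 at 100 μM. At 20 μM it was 2.91 and 3.36 SD above them in the EBndG libraries of replicates 2 and 3. A smaller excess in these libraries therefore stays open.

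In replicate 6 at 100 μM, low counts were nearly all even. Of the bins with 1 to 40 recovered reads, 97.3% were even in its EBndG library and 96.9% in its control. The other libraries at 100 μM had 45% to 57.9%. Those at 20 μM had 40.2% to 70.2%, the highest in the EBndG library of replicate 2. If both mates of each pair had been counted in replicate 6 alone, its scatter between neighboring bins would stand above that of the other replicates. The scatter was 2.03 times that of single reads in replicate 6 and at least 1.97 times in all others, which argues against that explanation. A step that kept both mates in one bin in replicate 6 and split some in the others could still give this and was not tested. No biological explanation applies to even counts.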

How the results depend on the processing

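No test in this part was chosen only after the result was seen, but a few alternatives were, and they are named as such. The trimmed-mean scaling and the negative binomial tests set down before the data were examined were not run. The deposited values are differences, and the reads recovered from them were used for the log2 fits and for thinning but not for a count test, so what such a test would call is not known.

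No filter on counts and a stricter filter each left 17 of 17 results on their side of the threshold or within the replicate spread, as did chromosomes 1 to 22 alone for 14 of 14 and Pearson's r for 6 of 6. With log2 ratios, 13 of 14 did, and gene start minus gene body bins at 20 μM was 0.0142 in log2, which is not the scale of RPM.

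Removal of the GC trend changed 12 of 16 results. Bins changed at 100 μM fell from 15910 to 120 (11 higher and 109 lower, with 3548 at an unadjusted p under 0.05), and only 4 of the 15910 were among the 120. The median over subsets of 3 replicates was 36, and the difference between doses held 1 bin. At 100 μM, rho between replicates was 0.0196, neighboring bins 0.102, gene starts 0.00413, Alu 0.0349, L1 −0.00185, and gene start minus gene body bins reversed to −0.0840 RPM. Replicate 1 weighs on some of these, and without it the neighboring bins were 0.0378 and gene start minus gene body bins −0.00632. At 20 μM, neighboring bins were 0.00612, gene starts 0.0112 and gene start minus gene body bins 0.0535 RPM. The trend removed is itself the cause of these changes by construction, but whether the trend is technical was not settled. Early minus late on chromosome 2 at 100 μM kept its sign in 6 of 6 replicates at 0.625 RPM, and was 0.261 RPM without replicate 1.

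With the mean of all controls of a dose in place of the matched control, the correlation with GC content at 100 μM was 0.433, with gene starts 0.133, with Alu 0.215 and with L1 −0.135. Gene start minus gene body bins stayed at 0.924 RPM and early minus late at 1.80 RPM by construction, but their signs then differed between replicates and these 6 results no longer passed the test. The Spearman's correlation between replicates was 0.189 at 100 μM and 0.104 at 20 μM, where simulated unchanged libraries against shared controls gave 0.130 and 0.125. Those simulated libraries had no GC preference of their own. Neighboring bins were 0.511 and 0.0719. For gene start minus gene body bins and early minus late, whose means are kept, the wider spread between replicates is the cause of the lost calls. For the 4 correlations the mean was smaller as well, and no test separates the smaller mean from the wider spread. The cause of that spread was not tested here beyond the GC preference of single libraries.

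In bins of 500 kb, 3333 of 5109 bins changed at 100 μM, rho between replicates was 0.795 and neighboring bins 0.742. The correlations at 100 μM also grew in size, to 0.884 with GC content, 0.601 with gene starts, 0.627 with Alu and −0.564 with L1. Each still passed the exact sign-flip test (p = 0.03125). At 20 μM the values were 0.0796 and 0.122, the correlation with GC content 0.290 and with gene starts 0.212, and 0 bins changed, with 343 at an unadjusted p under 0.05. Fewer bins with more reads each are behind the change in counts, and for the other values the cause was not tested. An adjusted p under 0.01 left 7723 bins at 100 μM, by construction.

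The fit of log2 reads depended on the pairing. With the replicate number as a block, 16865 bins changed at 100 μM, 15765 of them among the 15910. Without it, which is the nearest form of the design first set down, 0 changed, with 3681 at an unadjusted p under 0.05. With the block and the GC trend removed together, 1 bin changed at 100 μM. The difference between doses held 855 bins with the block, an alternative chosen after seeing the data, and the cause was not tested. The block changed no other call. At 20 μM, 0 bins changed in each of these fits, with 2214 to 2757 at an unadjusted p under 0.05.

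Centring each replicate on its median, chosen after seeing the data, left 14902 bins at 100 μM (8259 higher and 6643 lower, against 7497 and 8413) and 130 for the difference between doses (88 higher and 42 lower, against 177 and 126), and the cause was not tested. Subsets of 3 replicates thinned to the smallest 20 μM totals, also chosen after seeing the data, gave a median of 296.5 bins, against 5098.5 at full depth. Fewer reads are the cause by construction, so depth limits what single bins can show at 20 μM.

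Leaving out each replicate in turn kept 75 of 84 results, but much of this count was fixed in advance. A profile value with 1 number per replicate was kept if its mean moved by less than the SD. Leaving out 1 replicate cannot move a mean that far, and the sign-flip tests were not repeated for this count. Only the counts of bins and the correlation between replicates could change. Bins changed at 100 μM ranged from 11188 to 14228 and stayed at 0 at 20 μM, with 2801 to 3104 at an unadjusted p under 0.05. The difference between doses, left out in turn after seeing the data, ranged from 0 to 567 bins. It was 0 without replicate 2 or 5 at 100 μM or replicate 2 at 20 μM, 8 and 35 without replicates 3 and 4 at 100 μM, 199 without replicate 6 at 100 μM, and 567 and 176 without replicates 1 and 3 at 20 μM, and the cause was not tested. The Spearman's correlation between replicates at 20 μM ranged from −0.00385 without replicate 3 to 0.0260 without replicate 2. Also at 20 μM, the correlation with GC content was 0.0701 and that of neighboring bins 0.0157 without replicate 1, and early minus late was 0.501 RPM without replicate 2 and 0.140 RPM without replicate 3.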

Differences from the paper's values

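No test in this part was chosen only after the result was seen. The paper's correlation of EBndG with GC content at 100 μM is about 0.56 in Fig. 1K, read by eye, with an error bar of about 0.06. The value from the deposited differences was 0.625 ± 0.0554 (SD, n = 6 replicates). It lies outside the paper's error bar, but its SD overlaps that bar, so the gap is within the combined spreads. Of the alternatives set before the data were examined, the values without replicate 2, at 0.617, and without replicate 5, at 0.611, lie within the paper's error bar. The mean of all controls gave 0.433 ± 0.559 (SD, n = 6), which is farther from the paper's value than 0.625 is and lies within reach of it only through its own wide replicate spread. Log2 ratios (0.632), no filter on counts (0.625), a stricter filter (0.627), chromosomes 1 to 22 only (0.631), Pearson's r (0.627) and bins of 500 kb (0.884) stayed outside the error bar. So did the values without replicate 1 (0.633), 3 (0.622), 4 (0.629) or 6 (0.641).

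The paper's depth is over 78000000 reads for each sample, given for the reads obtained before alignment. The smallest total recovered from the deposited values was 9651080 reads in the EBndG library of replicate 2 at 20 μM, and the largest EBndG library held 57469634. The paper's depth counts reads before proper pairs were selected, duplicates removed and bins left out, so the pair of values are not on one scale, and no alternative bears on them.

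The legend of Fig. 1G gives the axis as a log2 ratio, while the deposited values are differences in RPM. The SD over bins of a replicate at 100 μM was 1.97 RPM on average for the differences and 0.15 for the log2 ratios.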

Other observations

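The tests of library GC preference, of matched controls and of shared handling were chosen only after the result was seen. The tests of GC content against the shared profile, gene starts and replication timing were set before.

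The profile shared by the 100 μM replicates went with GC content. The Spearman's correlation between replicates fell to 0.0196 with the GC trend removed, and the 23 chromosome means, which followed GC content with a rho of 0.992, kept one sign over the 6 replicates in 0 chromosomes after removal. Gene start bins were 0.924 RPM above gene body bins, and −0.0840 RPM with the trend removed (exact two-sided sign-flip p = 0.46875), or −0.00632 RPM without replicate 1. The data are consistent with GC content, or something that follows it closely, behind both. Early minus late segments on chromosome 2 kept 0.625 RPM, above 0 in 6 of 6 replicates (exact two-sided sign-flip p = 0.03125). The trend with the GC content of 50 kb bins therefore does not account for the whole difference there. The mean was 0.261 RPM without replicate 1 (exact sign-flip p = 0.0625, the smallest possible with 5). A trend with GC content at other scales was not removed, so it stays open. These segments come from the region that the paper chose to display, and the genome-wide timing data were not used here.

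Single libraries differed in how they followed GC content, EBndG and control alike. Across bins, the rho of reads with GC content in the EBndG libraries 1 to 6 at 100 μM was 0.803, 0.764, 0.652, −0.120, 0.0892 and 0.633, and in their controls 0.804, 0.504, 0.236, −0.609, −0.584 and 0.325. The difference of a pair of controls followed GC content with a median size of 0.735 over 15 pairs, larger than the mean of 0.625 for EBndG minus its own control. A GC preference that varies at random from library to library is argued against by the same sign in 6 of 6 matched differences, but only as far as 6 replicates allow (exact two-sided sign-flip p = 0.03125, the smallest possible, which random signs give in 1 of 32 cases). Of the 30 differences between an EBndG library and a control of another number, 11 were below 0, from −0.815 to 0.912, as would be the case if a matched control cancels a GC preference that it shares with its EBndG library. What remains after matching may be a preference of EBndG incorporation for GC-rich DNA, or a GC preference that treatment adds during capture or amplification. Handling shared by the EBndG libraries at both doses is argued against, since the largest coefficient at 20 μM was 0.185 and the smallest at 100 μM was 0.547. The 100 μM libraries thinned to 20 μM depth kept a mean of 0.448. A capture effect that grows with the amount of EBndG was not tested, because the libraries of untreated cells carry none.

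The rho of the 20 μM replicates with the mean 100 μM profile across 55525 bins, which are not independent replicates, was 0.168, 0.0238 and 0.109, and averaged 0.00513 with the GC trend removed. The smallest p of an exact test over 3 replicates is 0.25, so this was not tested. The difference of a pair of 20 μM controls followed GC content with a rho of 0.181 to 0.452 in size, and EBndG minus its own control with 0.0212 to 0.185, so a chance difference in GC preference between libraries stays open here. On the simulated data, 3 replicates at 20 μM depth found 8% of bins changed 1.2-fold and 99% of those changed 1.5-fold. An absence of bins past the threshold therefore leaves changes of 1.2-fold open. It does not exclude larger ones either, since the simulated libraries had no GC preference of their own and the real ones did.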
